A study of Sus scrofa with 24 samples. Its data were reported in "A Tale of Two Loads: Modulation of IL-1 Induced Inflammatory Responses of Meniscal Cells in Two Models of Dynamic Physiologic Loading" (2022).

How the data were processed

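Expression was measured by stranded mRNA sequencing in 24 libraries of cultured porcine medial meniscus cells: 2 zones (inner and outer), each unstretched or stretched (5% at 0.5 Hz) and each with 0 or 0.1 ng/mL IL-1α, with 3 libraries in each of 8 groups. The authors mapped trimmed reads with STAR to the pig genome Sscrofa11.1, kept uniquely mapped reads, and made raw counts per gene with HTSeq; the labels also name Trim Galore, cutadapt and DESeq2. The first deposited table holds these counts, whole numbers for 25880 genes. The other deposited table holds normalized counts, a signal the authors made by dividing the counts by 1 size factor per library; these factors were recomputed as median-of-ratios factors from the 13653 genes with at least 10 reads in any library, with a largest relative gap of 2.22e-16, so the table adds no measurement and the counts were used throughout. Library totals ran from about 25377100 to 35284500 reads, and all 24 columns of counts were used.

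Genes carry the identifier and symbol given with the counts (11654 of the tested genes), a symbol from the reference annotation of the same assembly only (809), or no symbol (1190). Coordinates come from an annotation release other than the authors', on the same Sscrofa11.1 assembly. Of the tested genes, 304 are not protein coding.

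Counts were fitted with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1): TMM factors, a mean for each of the 8 groups, a robust quasi-likelihood fit and quasi-likelihood F-tests, two-sided, with Benjamini-Hochberg adjustment over the 13653 tested genes of each of 13 comparisons. Genes were called at an adjusted p under 0.05 and a fold change over 2; interactions and zone differences were called at an adjusted p under 0.05 alone. The interaction is the stretch effect with IL-1 minus the stretch effect without it, and a zone difference is the inner effect minus the outer effect. The SE of a log2 fold change is its size divided by the square root of the F statistic. The fit leaves 16 residual degrees of freedom. Replicates varied beyond counting error, with a chi-square per degree of freedom of 2.43 to 11.4 between replicates of a group, and the common biological coefficient of variation was 0.0472. Principal components used log2 CPM with a prior count of 2 and the 500 genes of highest variance.

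Gene lists were tested with camera on log2 CPM with a preset inter-gene correlation of 0.01, two-sided, adjusted over 33 lists within a comparison, and again with an estimated correlation. The lists are NF-κB cytokines and chemokines, NF-κB pathway regulators, interferon-stimulated genes, MHC class I antigen processing, matrix-degrading enzymes, prostaglandin and nitric oxide synthesis, protease inhibitors, structural matrix, TGF-β and BMP targets, YAP-TEAD targets, SRF and actin cytoskeleton, immediate-early genes, calcium entry and calcineurin-NFAT, ATF4 and amino acid response, ER chaperones, heat shock proteins, hypoxia and glycolysis, cholesterol synthesis and uptake, fatty acid oxidation, oxidative phosphorylation, cell cycle, ribosome biogenesis, pro-apoptotic genes, NRF2 targets, p53 targets, growth factors of the EGF, FGF and VEGF families, 6 lists of cell type markers (endothelial, leukocyte, mural and smooth muscle, adipocyte, chondrocyte-like, fibroblast-like) and the genes that the study measured by RT-qPCR. List members rose or fell when their adjusted p over all tested genes was under 0.05, at any fold change. The count adjusted over the list alone is given for many of the lists where it differs. Fry was run as an alternative; its p tests whether a list's genes move on balance in a given direction, its mixed p whether they change in either direction, and neither compares the list with other genes.

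Named genes follow a rule: 16 genes that the study names as results, the 6 largest rises and falls of each comparison among called genes with a symbol, at least 5 CPM in the higher group and replicates that do not overlap (which chance gives for 10% of genes with 3 against 3), and up to 3 members of each list with the largest significant change. Where every library of a group has 0 reads, the fold is a lower bound against 3 counts over the group. The comparisons, tests, lists, naming rule and alternatives were fixed before the data were examined, except where the closing section says otherwise.

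For genes raised by IL-1, the share that fell with stretch in IL-1 was counted within a zone and with the IL-1 call from the other zone, and compared with 20 data sets simulated without a stretch effect; its 95% interval is an exact binomial (Clopper-Pearson) interval over genes. The pipeline was tested on simulated data: of 50 genes per comparison changed by a known fold, at an adjusted p under 0.05 with no bound on the fold, between 31 and 45 were found at 1.5-fold, between 37 and 46 at 2-fold, between 38 and 49 at 3-fold and between 45 and 49 at 4-fold, and false calls made up between 1.84% and 7.36% of calls. With the bound of 2-fold added, the 7 comparisons that use it had 0 false calls, except 2 for IL-1 in outer zone cells.

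Alternatives were relative log expression and upper-quartile scaling, DESeq2 1.42.0, no filter beyond 1 read, filterByExpr, a prior count of 2, only the groups of a comparison, a test against a 1.2-fold change, the adjusted p alone, a replicate block, and each library left out in turn. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15. The title prefix of the libraries holds the same treatment throughout, so it was not a covariate, and replicate numbers did not pair the libraries, so the fit has no block.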

Results

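RNA sequencing measured gene expression in cells of the porcine medial meniscus, the fibrocartilage pad of the knee, that were cultured on flexible membranes and either left at rest or stretched in cycles. Inner zone cells, from the avascular rim that resembles cartilage, and outer zone cells, from the vascular and more fibrous part, each received 4 treatments: neither, stretch, IL-1α, or stretch and IL-1α. IL-1α, called IL-1 from here on, is an inflammatory cytokine that rises in injured joints, and was added at 0.1 ng/mL when the stretch of 5% at 0.5 Hz began, about 40 h after 250000 cells were seeded per well. Stretch was a single bout of 4 h and RNA was taken immediately afterwards, so all effects are early responses. The cells had been expanded in culture with serum for a passage before seeding, so zone differences are those of cultured cells. The 24 libraries form 8 groups of 3. Each library holds between about 25377100 and 35284500 reads counted in genes, and 13653 of 25880 genes reached at least 10 reads in any library and were tested. The 10 genes with the most reads took between 14.6% and 16.9% of a group's reads on average. Values in CPM, counts scaled to the size of each library, are means ± SD of 3 libraries, and log2 fold changes are given ± SE. Every culture drew on cells pooled from at least 3 menisci, so the p-values measure only the spread between wells of the pooled cells and not the spread between animals.

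IL-1 set the libraries apart most, then zone, then stretch. The first principal component of the 500 most variable genes held 77.5% of their variance and separated IL-1 from its absence, the next held 14.0% and separated the zones, and the one after held 4.74% and separated stretched from unstretched cells. On the first component, unstretched IL-1 groups lay at 39.6 ± 2.04 (inner) and 44.3 ± 0.944 (outer), and their stretched counterparts lay nearer to the cells without IL-1, at 24.1 ± 1.27 and 32.3 ± 2.16. Groups without IL-1 lay between -39.0 and -31.3 with or without stretch. Over all tested genes the shares were 58.7%, 19.3% and 6.37%. The lowest Spearman correlation between replicates across genes was 0.997, where genes are not independent replicates.

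**Figure D1:**
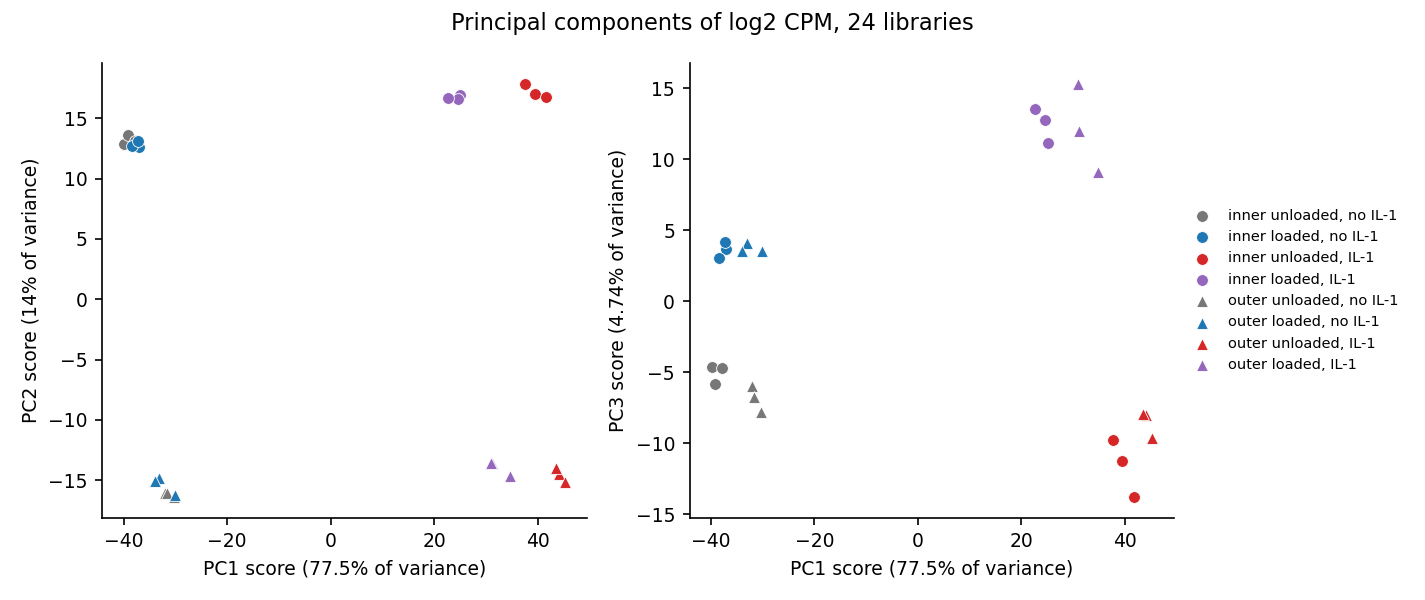
Principal component scores of 24 libraries from log2 CPM of the 500 most variable genes, with 1 point per library, color for the treatment, circles for inner and triangles for outer zone cells, and axes labelled with the percent of variance. The first component (77.5%) separates IL-1 from no IL-1, the second (14.0%) the zones and the third (4.74%) stretched from unstretched cells.

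Cells at rest differed between the zones in cartilage, division and protease genes. COL2A1, the type II collagen of cartilage (ENSSSCG00000025523, chromosome 5, 78350131 to 78380893 on Sscrofa11.1), stood at 39.8 ± 1.87 CPM in inner and 5.56 ± 0.730 CPM in outer zone cells, a log2 difference of 2.84 ± 0.09 (adjusted p = 3.65e-23). Inner zone cells also held more GDF6, a growth factor of joint formation (3.38 ± 0.13), COL11A1 (1.45 ± 0.04), ACAN, the core protein of aggrecan (0.77 ± 0.11), and the division genes TOP2A (1.18 ± 0.08) and AURKB (1.22 ± 0.07). Outer zone cells held more ALDH1A1, an enzyme of retinoic acid synthesis (ENSSSCG00000028996, chromosome 1, 226163347 to 226217342; 0.0498 ± 0.0616 CPM in inner and 5.69 ± 0.507 CPM in outer), the proteases MMP3 (-2.48 ± 0.16), MMP2 (-1.54 ± 0.08) and MMP13 (-2.07 ± 0.55), and COMP, a pericellular matrix protein (-2.05 ± 0.12). The fibroblast genes SCARA5 (-3.98 ± 0.15), SFRP2 (-1.32 ± 0.15) and TNXB (-1.04 ± 0.08) were lower in inner than in outer zone cells. COL1A1, the type I collagen of fibrous tissue and among the most abundant transcripts, differed by -0.01 ± 0.06 (adjusted p = 0.875), within the spread between replicates.

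At an adjusted p under 0.05 and a fold change over 2, 424 genes were higher and 492 lower in inner zone cells (916 in total). Of 32 cell cycle genes, 30 were higher in inner zone cells (median log2 difference 0.83; camera adjusted p = 1.13e-32), but the adjusted p was 0.0946 with an estimated correlation. Of 14 chondrocyte-like marker genes, 10 were higher and 1 lower, or 11 and 1 adjusted over the list alone (0.78, adjusted p = 1.52e-07, and 0.0946 with an estimated correlation). Of 27 TGF-β and BMP target genes, 21 were lower and 3 higher in inner zone cells (-0.55, adjusted p = 2.34e-07, and 0.131 with an estimated correlation), among them HES1 (-1.73 ± 0.10), TGFBI (-1.10 ± 0.04) and SNAI2 (-1.05 ± 0.12). Of 25 matrix-degrading enzymes, 15 were lower and 4 higher (-0.38, adjusted p = 0.00146, and 0.278 with an estimated correlation). The NF-κB cytokine list had 8 of 20 lower and 3 higher (-0.35, adjusted p = 0.0077, and 0.322 with an estimated correlation), with IL6 at -1.46 ± 0.21, LIF at -1.36 ± 0.13 and CCL2 at -2.20 ± 0.09. YAP-TEAD target genes (12 of 22 higher, 3 lower, 0.34, adjusted p = 0.0109, and 0.209 with an estimated correlation) and actin cytoskeleton genes (18 of 31 higher, 2 lower, 0.14, adjusted p = 0.00842, and 0.495 with an estimated correlation) were higher in inner zone cells, as were the markers of mural and smooth muscle cells (6 of 12 higher, 3 lower, adjusted p = 0.0332, and 0.209 with an estimated correlation). Fibroblast-like markers were lower (9 of 21 lower, 2 higher, adjusted p = 0.0371, and 0.46 with an estimated correlation). In all, 15 of 33 lists passed the test with the preset correlation and 0 with an estimated one.

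IL-1 raised inflammatory and interferon-stimulated genes and several matrix-degrading enzymes in cells at rest. In inner zone cells, CCL20, a chemokine that draws lymphocytes (ENSSSCG00000016254, chromosome 15, 129172743 to 129176069), rose from 1.99 ± 2.49 to 3052 ± 132 CPM, and IL6, an inflammatory cytokine (ENSSSCG00000020970, chromosome 9, 91506421 to 91510830), from 5.53 ± 2.52 to 1858 ± 65.4 CPM. NOS2, the inducible nitric oxide synthase (ENSSSCG00000017755, chromosome 12, 44174944 to 44219875), rose from 0.368 ± 0.178 to 344 ± 55.8 CPM, and CXCL10, an interferon-induced chemokine (ENSSSCG00000032474, chromosome 8, 71693641 to 71695948), from 0.839 ± 0.203 to 529.9 ± 153 CPM. MMP3, a protease of cartilage matrix (ENSSSCG00000014985, chromosome 9, 33446969 to 33453995), rose from 143 ± 11.9 to 6583 ± 589 CPM. FZD8, a Wnt receptor (ENSSSCG00000033001, chromosome 10, 58093980 to 58096790), fell from 61.4 ± 1.85 to 3.28 ± 0.484 CPM, and GADD45A, a growth arrest gene, from 99.9 ± 3.27 to 10.0 ± 1.35 CPM. In outer zone cells the same 5 induced genes rose and the same 2 fell.

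Altogether 1149 genes rose and 999 fell more than 2-fold in inner zone cells (2148), and 1120 rose and 983 fell in outer zone cells (2103). Both zones shared 951 of the raised genes, where 94.3 would be shared if the lists were independent, and 668 of the lowered genes, where 71.9 would be. The correlation of the IL-1 effects of the zones across genes was 0.907. The share of called genes that rose depends on the scaling of the libraries. It was 53.5% in inner and 53.3% in outer zone cells, but 40.6% and 39.8% with upper-quartile scaling, which moved the median log2 fold change of all genes from -0.03 to -0.20 in inner and from -0.04 to -0.22 in outer zone cells.

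The inflammatory lists moved almost whole. All 20 NF-κB cytokines and chemokines rose in both zones, with a median log2 fold change of 5.71 in inner and 5.18 in outer zone cells (camera adjusted p = 7.33e-37 and 6.08e-34). LIF, an IL-6 family cytokine, rose by 5.92 ± 0.15 in inner and 4.96 ± 0.14 in outer zone cells, and IL6 by 8.38 ± 0.20 and 7.27 ± 0.19. In inner zone cells IL1A went from 0 reads in every untreated library to 17.9 ± 1.07 CPM, at least 580.3-fold higher against a floor of 3 counts over the group. TNF went from 0.00989 ± 0.0171 to 16.3 ± 0.903 CPM in inner zone cells, and CSF2, a myeloid growth factor, from 0 to 11.8 ± 1.97 CPM in outer zone cells, at least 370.4-fold higher. Among 29 NF-κB pathway regulators, 26 rose and 1 fell in inner zone cells (median 2.40, adjusted p = 7.95e-54), and 27 rose and 2 fell in outer zone cells (1.76, adjusted p = 2.39e-43), with SOD2, the mitochondrial superoxide dismutase, at 5.17 ± 0.11 and 4.62 ± 0.10, and TNFAIP3, an inhibitor of NF-κB, at 4.64 ± 0.07 in outer zone cells. Of 12 genes of prostaglandin and nitric oxide synthesis, 9 rose and 2 fell in each zone (2.18 and 2.40, adjusted p = 6.65e-14 and 3.09e-14), with PTGES, a prostaglandin E synthase, at 4.45 ± 0.10 in inner and PTGS2, the inducible cyclooxygenase, at 4.38 ± 0.09 in outer zone cells.

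Interferon-stimulated genes rose together as well. All 45 tested rose in both zones, by a median of 3.22 in inner and 2.61 in outer zone cells (adjusted p = 4.29e-22 and 2.29e-16, and 0.163 and 0.226 with an estimated correlation). RSAD2, an antiviral enzyme (ENSSSCG00000008648, chromosome 3, 128880853 to 128897809), rose by 6.44 ± 0.40 in inner and 5.30 ± 0.37 in outer zone cells. IRF1, a transcription factor of the interferon response (ENSSSCG00000014277, chromosome 2, 134776122 to 134783646), rose by 4.34 ± 0.15 and 3.54 ± 0.14. STAT2, a transcription factor of the interferon response as well, rose by 1.26 ± 0.07 and 0.82 ± 0.07, the latter under 2-fold. All 16 tested genes of MHC class I antigen processing rose (medians 1.60 and 1.49, adjusted p = 2.27e-16 and 2.72e-13), including the peptide transporter TAP1 (2.84 ± 0.12 and 2.29 ± 0.12) and the immunoproteasome subunit PSMB9 (4.02 ± 0.14 and 3.24 ± 0.13). The list names 23 genes, and its SLA genes, which encode the class I heavy chains, were not among those tested. IDO1, a tryptophan-degrading enzyme, went from 0.0306 ± 0.0297 to 51.1 ± 11.9 CPM in inner and from 0.183 ± 0.1252 to 171 ± 12.9 CPM in outer zone cells.

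Of 25 matrix-degrading enzymes, 15 rose and 5 fell in inner zone cells (median 0.53, adjusted p = 0.000381, and 0.184 with an estimated correlation), and 14 rose and 3 fell in outer zone cells (0.58, adjusted p = 9.62e-06, and 0.0905 with an estimated correlation). The aggrecanases ADAMTS4 (4.99 ± 0.09 and 4.85 ± 0.09) and ADAMTS5 (3.38 ± 0.13 and 3.55 ± 0.13), the macrophage elastase MMP12 (8.84 ± 0.21 and 8.34 ± 0.15) and MMP3 (5.52 ± 0.19 and 3.72 ± 0.17) rose in both zones. Among matrix genes, COL1A1 stood at 0.05 ± 0.06 (adjusted p = 0.485) and 0.09 ± 0.06 (adjusted p = 0.246). ACAN fell by less than 2-fold, at -0.54 ± 0.11 (adjusted p = 0.000231) and -0.76 ± 0.11 (adjusted p = 6.97e-06), while VCAN, a proteoglycan of provisional matrix, rose by 2.01 ± 0.09 and 1.43 ± 0.09. COL2A1 fell slightly in inner zone cells (-0.30 ± 0.07, adjusted p = 0.000617) and stood at -0.07 ± 0.12 in outer zone cells (adjusted p = 0.605). Growth factors rose: of 20 EGF-family ligands and FGF-VEGF factors, 17 rose and 2 fell in inner (1.19, adjusted p = 5.12e-05) and 16 rose and 3 fell in outer zone cells (1.06, adjusted p = 2.9e-05), with the vascular growth factor VEGFA at 2.76 ± 0.11 and 2.19 ± 0.11 and epiregulin, EREG, at 4.28 ± 0.14 and 4.13 ± 0.14.

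Stress and death genes also rose. Of 19 pro-apoptotic genes, 11 rose and 6 fell in inner zone cells (0.52, adjusted p = 0.000256), and 9 rose and 6 fell in outer zone cells (0.15, but -0.03 with upper-quartile scaling, adjusted p = 0.00485, and 0.0796 with an estimated correlation). PMAIP1, a BH3-only death protein, rose by 3.60 ± 0.09 and 2.90 ± 0.09. ATF4 and amino acid response genes rose (20 of 33 in inner, 7 fell, adjusted p = 0.000859; 17 in outer, 8 fell, adjusted p = 0.00139, and 0.0523 with an estimated correlation). ER chaperones rose (18 of 23 in inner, 1 fell, adjusted p = 0.000959; 19 in outer, 1 fell, adjusted p = 9.62e-06), and adjusted p = 0.163 and 0.0535 with an estimated correlation. NRF2 target genes rose (12 of 15 in inner, 1 fell, adjusted p = 0.000959; 11 in outer, 1 fell, adjusted p = 2.88e-05), and adjusted p = 0.169 and 0.074 with an estimated correlation. Hypoxia and glycolysis genes rose in inner zone cells (22 of 31, 5 fell, or 22 and 6 adjusted over the list alone; 0.28, adjusted p = 0.000191, and 0.114 with an estimated correlation) and in outer zone cells (19, 6 fell; 0.14, but -0.03 with upper-quartile scaling, adjusted p = 0.00621, and 0.226 with an estimated correlation). Ribosome biogenesis genes rose in both (30 of 33 in inner, 0 fell, adjusted p = 6.55e-05; 26 in outer, 3 fell, adjusted p = 0.00672), and adjusted p = 0.325 and 0.519 with an estimated correlation.

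Division and contractile genes fell. Of 32 cell cycle genes, 27 fell and 1 rose in inner zone cells (median -0.48, adjusted p = 1.5e-05, and 0.382 with an estimated correlation), and 24 fell and 3 rose in outer zone cells (-0.39, adjusted p = 0.000364, and 0.519 with an estimated correlation), among them cyclin gene CCND1 (-1.34 ± 0.05 and -1.55 ± 0.05). In outer zone cells, actin cytoskeleton genes (21 of 31 fell, 5 rose, adjusted p = 0.00447, and 0.478 with an estimated correlation), TGF-β and BMP targets (15 of 27 fell, 7 rose, adjusted p = 0.039, and 0.519 with an estimated correlation) and mural cell markers (6 of 12 fell, 2 rose, adjusted p = 0.0227, and 0.115 with an estimated correlation) fell, with SYNPO2, an actin-binding protein of muscle, at -2.52 ± 0.07 and LMOD1, a leiomodin, at -2.34 ± 0.08. These 3 lists had an adjusted p of 0.116, 0.19 and 0.0511 in inner zone cells. Immediate-early genes rose in outer zone cells (19 of 34, 9 fell, adjusted p = 0.00706, and 0.519 with an estimated correlation) and had an adjusted p of 0.107 in inner zone cells (17 rose, 14 fell). NFATC2, a calcium-regulated transcription factor (ENSSSCG00000007477, chromosome 17, 52743570 to 52907373), fell in inner (-0.86 ± 0.06, under 2-fold) and outer zone cells (-1.48 ± 0.06).

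Other lists did not pass in inner zone cells with IL-1. The adjusted p was 0.106 for protease inhibitors (8 of 14 rose, 3 fell), 0.787 for structural matrix (8 of 37 rose, 10 fell; 7 and 8 adjusted over the list alone), 0.0623 for YAP-TEAD targets (7 of 22 rose, 12 fell; 8 and 12 adjusted over the list alone), 0.963 for calcium entry and calcineurin-NFAT genes (8 of 28 rose, 13 fell), and 0.116 for heat shock proteins (14 of 21 rose, 5 fell). It was 0.977 for cholesterol genes (12 of 24 rose, 7 fell), 0.23 for fatty acid oxidation (7 of 26 rose, 13 fell), 0.679 for oxidative phosphorylation (18 of 43 rose, 3 fell; 16 and 2 adjusted over the list alone) and 0.744 for p53 targets (10 of 23 rose, 9 fell). Among cell markers it was 0.787 for endothelial (1 of 5 rose, 1 fell), 0.963 for leukocyte (2 of 9 rose, 2 fell), 0.787 for adipocyte (0 of 3 rose or fell), 0.368 for chondrocyte-like (2 of 14 rose, 6 fell) and 0.685 for fibroblast-like markers (2 of 21 rose, 5 fell; 2 and 4 adjusted over the list alone). The medians of the structural matrix (0.01) and cholesterol lists (0.12) were positive and that of the p53 list was 0.16 while the test ranked these 3 lists downward. Of the 8 genes also measured by RT-qPCR, 7 rose and 1 fell in inner (adjusted p = 1.64e-07) and 6 rose and 1 fell in outer zone cells (2.71e-05). That list was chosen on these samples, so it is not independent evidence. With an estimated correlation, 8 of 15 list calls held in inner zone cells (NF-κB cytokines, NF-κB regulators, MHC class I, prostaglandin and nitric oxide, ATF4, pro-apoptotic, growth factors and the study list) and 6 of 19 in outer zone cells (the same without ATF4 and pro-apoptotic genes).

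**Figure D2:**
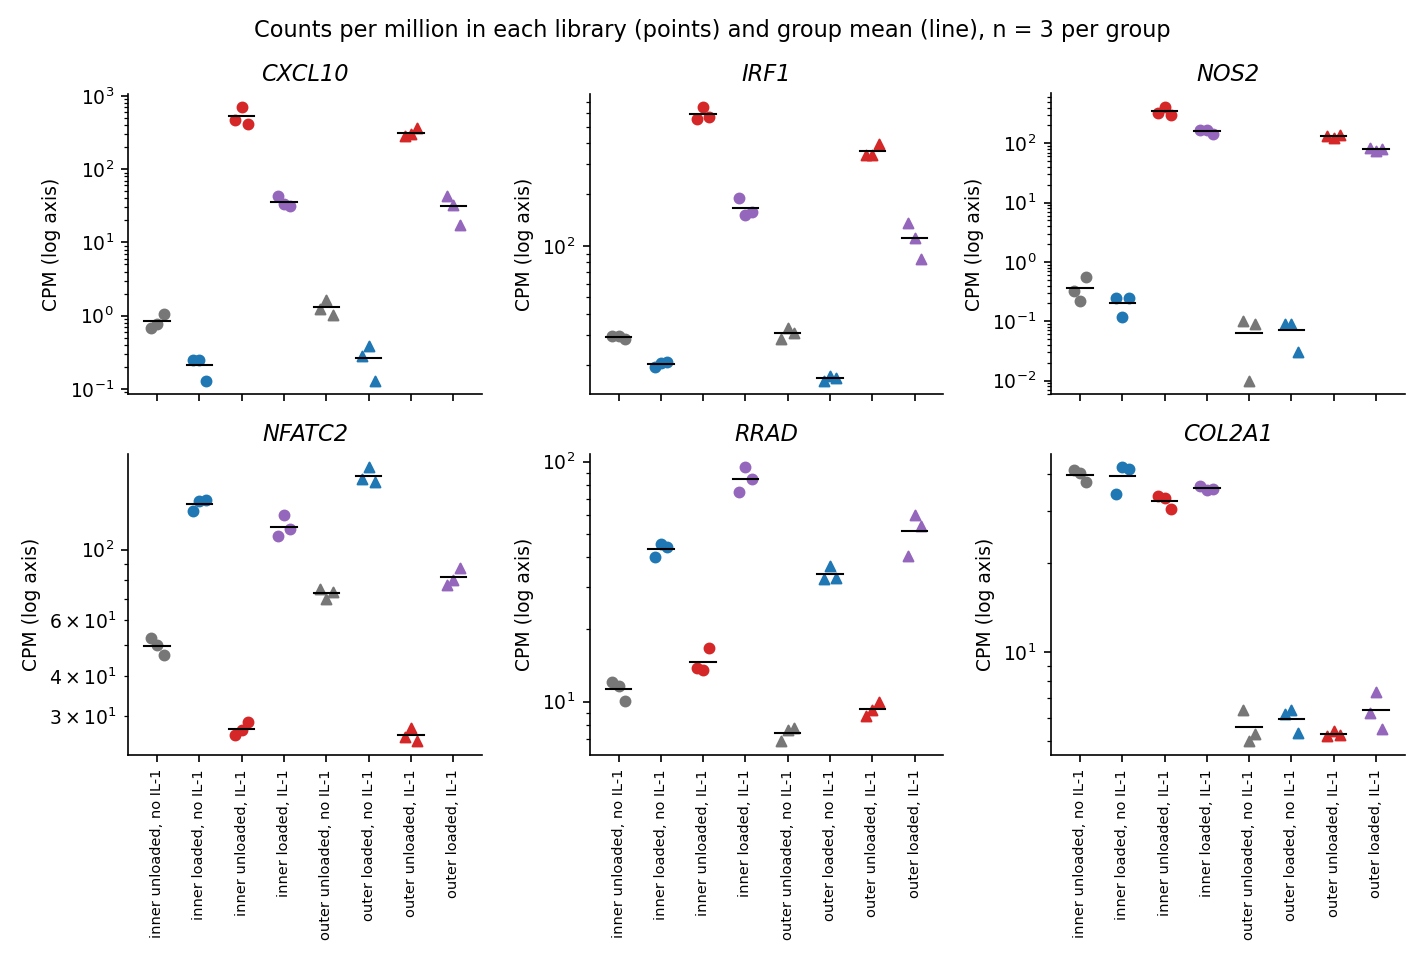
CPM (log axis, values under 0.01 drawn at 0.01) of CXCL10, IRF1, NOS2, NFATC2, RRAD and COL2A1, with 1 point per library (3 per group), circles for inner and triangles for outer zone cells, and a line at the group mean. CXCL10 stood at 529.9 ± 153 CPM (mean ± SD) in unstretched inner zone cells with IL-1 and at 36.1 ± 6.09 CPM with stretch.

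Without IL-1, stretch changed fewer genes than IL-1 did in cells at rest. RRAD, a GTPase that restrains calcium channels (ENSSSCG00000036060, chromosome 6, 27601692 to 27605127), rose from 11.3 ± 1.09 to 43.1 ± 2.82 CPM in inner and from 7.40 ± 0.482 to 33.9 ± 2.41 CPM in outer zone cells, or by 1.94 ± 0.13 and 2.19 ± 0.14 on the log2 scale. NFATC2 rose by 1.48 ± 0.06 (adjusted p = 4.25e-19) and 1.22 ± 0.06 (adjusted p = 6.12e-17), and CHAC1, a glutathione-degrading target of ATF4 (ENSSSCG00000038521, chromosome 1, 130360510 to 130363332), by 2.29 ± 0.09 and 1.45 ± 0.10. The neutrophil chemokine genes CXCL8 (2.16 ± 0.18 and 1.67 ± 0.24), CXCL2 (1.29 ± 0.12 and 1.56 ± 0.12) and AMCF-II (1.60 ± 0.10 and 1.17 ± 0.10) rose, and so did ADAMTS1, a versican-cleaving protease (1.37 ± 0.10 and 1.79 ± 0.10). The early response gene NR4A1 (ENSSSCG00000031321, chromosome 5, 17403088 to 17407918) fell in both zones (-1.49 ± 0.21 and -2.25 ± 0.20), as did the TGF-β-induced KLF10 (-1.58 ± 0.09 and -1.28 ± 0.09), the BMP inhibitor SMAD6 (-1.61 ± 0.09 and -1.37 ± 0.08) and BCL3, a nuclear NF-κB cofactor (-1.96 ± 0.10 and -2.06 ± 0.09).

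With stretch alone, 120 genes rose and 52 fell more than 2-fold (172) in inner, and in outer zone cells 118 rose and 67 fell (185). The zones shared 63 raised genes (1.04 if independent) and 26 lowered genes (0.255 if independent), and the correlation of their stretch effects across genes was 0.494. A list is said to rise or fall where the list test passed, and the counts beside it give the members that passed on their own. Of 33 ATF4 and amino acid response genes, 20 rose and 2 fell in inner zone cells, or 22 and 3 adjusted over the list alone (median 0.16, adjusted p = 1.88e-12). In outer zone cells 11 rose and 4 fell (0.09, adjusted p = 0.00524, and 0.167 with an estimated correlation). TRIB3, a pseudokinase of that pathway, rose by 1.94 ± 0.11 in inner and, under 2-fold, by 0.85 ± 0.12 in outer zone cells. Growth factor ligands rose in inner (7 of 20, 0 fell, or 8 and 0 adjusted over the list alone; 0.22, adjusted p = 9.51e-06) and outer zone cells (6 of 20, 1 fell, or 7 and 2 adjusted over the list alone; 0.12, adjusted p = 0.00497, and 0.167 with an estimated correlation), with the EGF receptor ligands AREG at 1.06 ± 0.16 and 1.26 ± 0.19 and EREG at 1.31 ± 0.15 and 0.84 ± 0.15.

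TGF-β and BMP targets fell in both zones (13 of 27 fell and 8 rose in inner; 15 fell and 7 rose in outer, or 15 and 9 adjusted over the list alone, adjusted p = 3.89e-07 and 2.76e-07, and 0.115 and 0.167 with an estimated correlation). Immediate-early genes fell (18 of 34 fell and 8 rose in inner; 18 fell and 7 rose in outer, or 19 and 7 adjusted over the list alone, adjusted p = 0.000177 and 1.75e-05, and 0.49 and 0.419 with an estimated correlation). Adjusted over the list alone, in inner zone cells 13 TGF-β and BMP targets fell and 9 rose, and 18 immediate-early genes fell and 9 rose. Interferon-stimulated genes fell in inner (9 of 45 fell, 0 rose, or 17 and 0 adjusted over the list alone, adjusted p = 3.89e-07, and 0.519 with an estimated correlation) and outer zone cells (33 fell, 0 rose, or 36 and 0 adjusted over the list alone, adjusted p = 2.14e-17, and 0.358 with an estimated correlation). In outer zone cells these included IFIT2, an antiviral RNA-binding protein (-1.68 ± 0.31), and CMPK2, a nucleotide kinase (-1.80 ± 0.30). The MHC class I list passed downward although most members did not pass on their own (2 of 16 fell in inner, 0 rose, adjusted p = 0.014; 4 fell in outer, 0 rose, or 5 and 0 adjusted over the list alone, adjusted p = 0.0243), with adjusted p = 0.519 and 0.611 with an estimated correlation. Chondrocyte-like markers fell (6 of 14 in each zone, 0 rose, adjusted p = 0.000177 and 0.000767, and 0.198 and 0.263 with an estimated correlation), with the cartilage transcription factors SOX5 at -0.94 ± 0.09 and -0.96 ± 0.09, SOX6 at -0.95 ± 0.09 and -1.41 ± 0.10 and SOX9 at -0.52 ± 0.11 and -0.57 ± 0.11.

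Ribosome biogenesis genes rose in both zones (17 of 33 in inner, 0 fell, or 18 and 0 adjusted over the list alone, adjusted p = 9.04e-06; 13 in outer, 0 fell, or 15 and 0 adjusted over the list alone, adjusted p = 0.000899), and adjusted p = 0.371 and 0.542 with an estimated correlation. The p53 targets fell in both (8 of 23 in inner, 1 rose, or 9 and 1 adjusted over the list alone, adjusted p = 0.00687; 10 in outer, 1 rose, or 11 and 1 adjusted over the list alone, adjusted p = 0.000647), and adjusted p = 0.094 and 0.0535 with an estimated correlation. In inner zone cells, cholesterol genes (11 of 24 fell, 2 rose, or 13 and 3 adjusted over the list alone, adjusted p = 0.00127, and 0.115 with an estimated correlation) and cell cycle genes (11 of 32 fell, 2 rose, or 14 and 2 adjusted over the list alone, adjusted p = 0.011, and 0.796 with an estimated correlation) fell, and NRF2 targets rose (6 of 15, 1 fell, adjusted p = 0.0115, and 0.391 with an estimated correlation). In outer zone cells pro-apoptotic genes fell (8 of 19, 0 rose, adjusted p = 0.0148, and 0.203 with an estimated correlation), and cell cycle genes had 4 rises and 0 falls with an adjusted p of 0.0601. The NF-κB cytokine list passed upward in inner zone cells (5 of 20 rose, 2 fell; mean 0.48 but median 0.04, adjusted p = 0.0327, and 0.497 with an estimated correlation), with IL6 at 0.11 ± 0.24 (adjusted p = 0.824). The study list, which is not independent evidence, passed upward in inner zone cells with a median of -0.22 and a mean of -0.06 (2 of 8 rose, 2 fell, or 2 and 3 adjusted over the list alone, adjusted p = 0.014, and 0.307 with an estimated correlation), and had an adjusted p of 0.0664 in outer zone cells. The call held with an estimated correlation for 2 of 14 lists in inner zone cells (ATF4 and growth factors) and for 0 of 10 in outer zone cells. CXCL10 was low in inner zone cells, at 0.207 ± 0.0707 CPM with stretch against 0.839 ± 0.203 CPM without it (-1.99 ± 1.27, adjusted p = 0.327). In outer zone cells it stood at 0.269 ± 0.131 against 1.31 ± 0.325 CPM (-2.29 ± 1.09, adjusted p = 0.159). It passed in neither zone, but with errors this large the test cannot tell a fall from no change. The paper reports from RT-qPCR that loading without IL-1 lowered CXCL10. COL2A1 (-0.02 ± 0.07, adjusted p = 0.904), ACAN (-0.15 ± 0.11, adjusted p = 0.393) and COL1A1 (-0.14 ± 0.06, adjusted p = 0.135) differed in inner zone cells by less than the test could separate from the spread between replicates.

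With IL-1 present, stretch lowered most of the interferon-stimulated genes that IL-1 had raised. CXCL10 fell from 529.9 ± 153 to 36.1 ± 6.09 CPM in inner and from 315 ± 45.9 to 31.0 ± 12.9 CPM in outer zone cells, log2 changes of -3.88 ± 0.25 (adjusted p = 1.06e-09) and -3.34 ± 0.25 (adjusted p = 1.24e-08). RSAD2 fell (-4.91 ± 0.37 and -3.94 ± 0.34), as did NLRC5, the transactivator of MHC class I genes (-3.86 ± 0.22 and -3.00 ± 0.22), and the death ligand TRAIL, TNFSF10 (-3.54 ± 0.30 and -3.11 ± 0.26; ENSSSCG00000020906, chromosome 13, 111021952 to 111103060). STAT2 (-1.49 ± 0.07 and -1.07 ± 0.07) and IRF1 (-1.83 ± 0.13 and -1.70 ± 0.13) fell as well. NFATC2 (2.11 ± 0.06 and 1.65 ± 0.06) and RRAD (2.52 ± 0.13 and 2.46 ± 0.14) rose, as without IL-1.

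With stretch in IL-1, 199 genes rose and 308 fell more than 2-fold (507) in inner, and in outer zone cells 96 rose and 242 fell (338). The zones shared 200 lowered genes (5.46 if independent) and 42 raised genes (1.40 if independent), with a correlation across genes of 0.656. With and without IL-1, stretch shared 41 raised and 18 lowered genes in inner zone cells (1.75 and 1.17 if independent; 1 gene went opposite ways), and 24 raised and 27 lowered genes in outer zone cells (0.8297 and 1.19 if independent; 3 went opposite ways). Of 45 interferon-stimulated genes, 44 fell in each zone, or 45 adjusted over the list alone, and 43 fell more than 2-fold (medians -2.22 and -1.70, adjusted p = 1.63e-66 and 6.06e-68). Of 16 genes of MHC class I antigen processing, 15 fell in each zone, or 15 and 16 adjusted over the list alone (-0.80 and -0.64, adjusted p = 5.93e-31 and 1.37e-27), including PSMB9 (-2.56 ± 0.12 and -1.90 ± 0.12) and TAP1 (-2.20 ± 0.12 and -1.73 ± 0.11).

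The cytokines fell by less. Of 20 NF-κB cytokines and chemokines, 14 fell and 1 rose in inner zone cells, or 15 and 1 adjusted over the list alone (-0.49, adjusted p = 3.09e-07, and 0.0673 with an estimated correlation), and 10 fell and 2 rose in outer zone cells (-0.32, adjusted p = 0.000124, and 0.192 with an estimated correlation). CSF3, the granulocyte growth factor (-2.30 ± 0.14 and -1.24 ± 0.09), and a gene that the counts name CCL11 (-3.72 ± 0.17 and -2.62 ± 0.21) fell more than 2-fold in both zones. The latter entered the list by a different symbol in the reference annotation, so its identity is uncertain. IL6 stood at -0.50 ± 0.14 in inner (adjusted p = 0.00868) and -0.11 ± 0.14 in outer zone cells (adjusted p = 0.616), LIF at -0.48 ± 0.12 and -0.15 ± 0.12 (adjusted p = 0.00360 and 0.373), and MMP3 at -0.75 ± 0.15 and -0.41 ± 0.15 (adjusted p = 0.000893 and 0.0526). NOS2 fell in inner (-1.10 ± 0.09) and, under 2-fold, in outer zone cells (-0.73 ± 0.10). NF-κB regulators fell (14 of 29 in inner, 5 rose, or 15 and 5 adjusted over the list alone, adjusted p = 0.00196; 13 in outer, 2 rose, or 14 and 2 adjusted over the list alone, adjusted p = 0.00148), and adjusted p = 0.263 and 0.275 with an estimated correlation.

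Death and chaperone genes fell with them. Of 19 pro-apoptotic genes, 11 fell and 1 rose in inner zone cells (-0.28, adjusted p = 9.32e-07), and 10 fell and 1 rose in outer zone cells, or 10 and 2 adjusted over the list alone (-0.19, adjusted p = 2.42e-05), with PMAIP1 at -0.88 ± 0.07 and -0.81 ± 0.07. ER chaperones fell in inner (12 of 23, 1 rose, adjusted p = 0.00213, and 0.263 with an estimated correlation) and outer zone cells (18, 0 rose, or 19 and 0 adjusted over the list alone; -0.23, adjusted p = 7.89e-10), with HERPUD1, a part of ER-associated degradation, at -0.48 ± 0.04 and -0.64 ± 0.04. NRF2 targets fell (8 of 15 in inner, 0 rose, or 9 and 0 adjusted over the list alone, adjusted p = 0.0193; 9 in outer, 0 rose, or 10 and 0 adjusted over the list alone, adjusted p = 0.00122), and adjusted p = 0.388 and 0.264 with an estimated correlation. In inner zone cells oxidative phosphorylation genes fell (16 of 43, 0 rose, adjusted p = 0.0467, and 0.613 with an estimated correlation) and YAP-TEAD targets rose (11 of 22, 4 fell, adjusted p = 0.0193, and 0.263 with an estimated correlation). In outer zone cells actin cytoskeleton genes rose (14 of 31, 1 fell, or 17 and 1 adjusted over the list alone, adjusted p = 0.000687, and 0.416 with an estimated correlation), as did ribosome biogenesis genes (15 of 33, 1 fell, or 18 and 1 adjusted over the list alone, adjusted p = 0.00212, and 0.571 with an estimated correlation) and mural cell markers (4 of 12, 1 fell, adjusted p = 0.00797, and 0.115 with an estimated correlation), with LMOD1 at 0.73 ± 0.09. Immediate-early genes fell in outer zone cells (18 of 34, 6 rose, or 20 and 8 adjusted over the list alone, adjusted p = 2.42e-05, and 0.394 with an estimated correlation). The study list fell (6 of 8 fell and 2 rose in each zone, adjusted p = 0.00647 and 0.0155, and 0.263 and 0.275 with an estimated correlation), and is not independent evidence. Calls held with an estimated correlation for 3 of 10 lists in inner (interferon, MHC class I, pro-apoptotic) and 4 of 12 in outer zone cells (the same and ER chaperones). Among matrix genes, COL2A1 (0.14 ± 0.07 and 0.27 ± 0.12, adjusted p = 0.136 and 0.0880), ACAN (0.10 ± 0.11 and 0.12 ± 0.11, adjusted p = 0.526 and 0.461) and COL1A1 (-0.05 ± 0.06 and -0.08 ± 0.06, adjusted p = 0.577 and 0.370) did not pass, while VCAN fell by less than 2-fold (-0.70 ± 0.09 and -0.43 ± 0.09, adjusted p = 4.25e-06 and 0.000974).

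**Figure D3:**
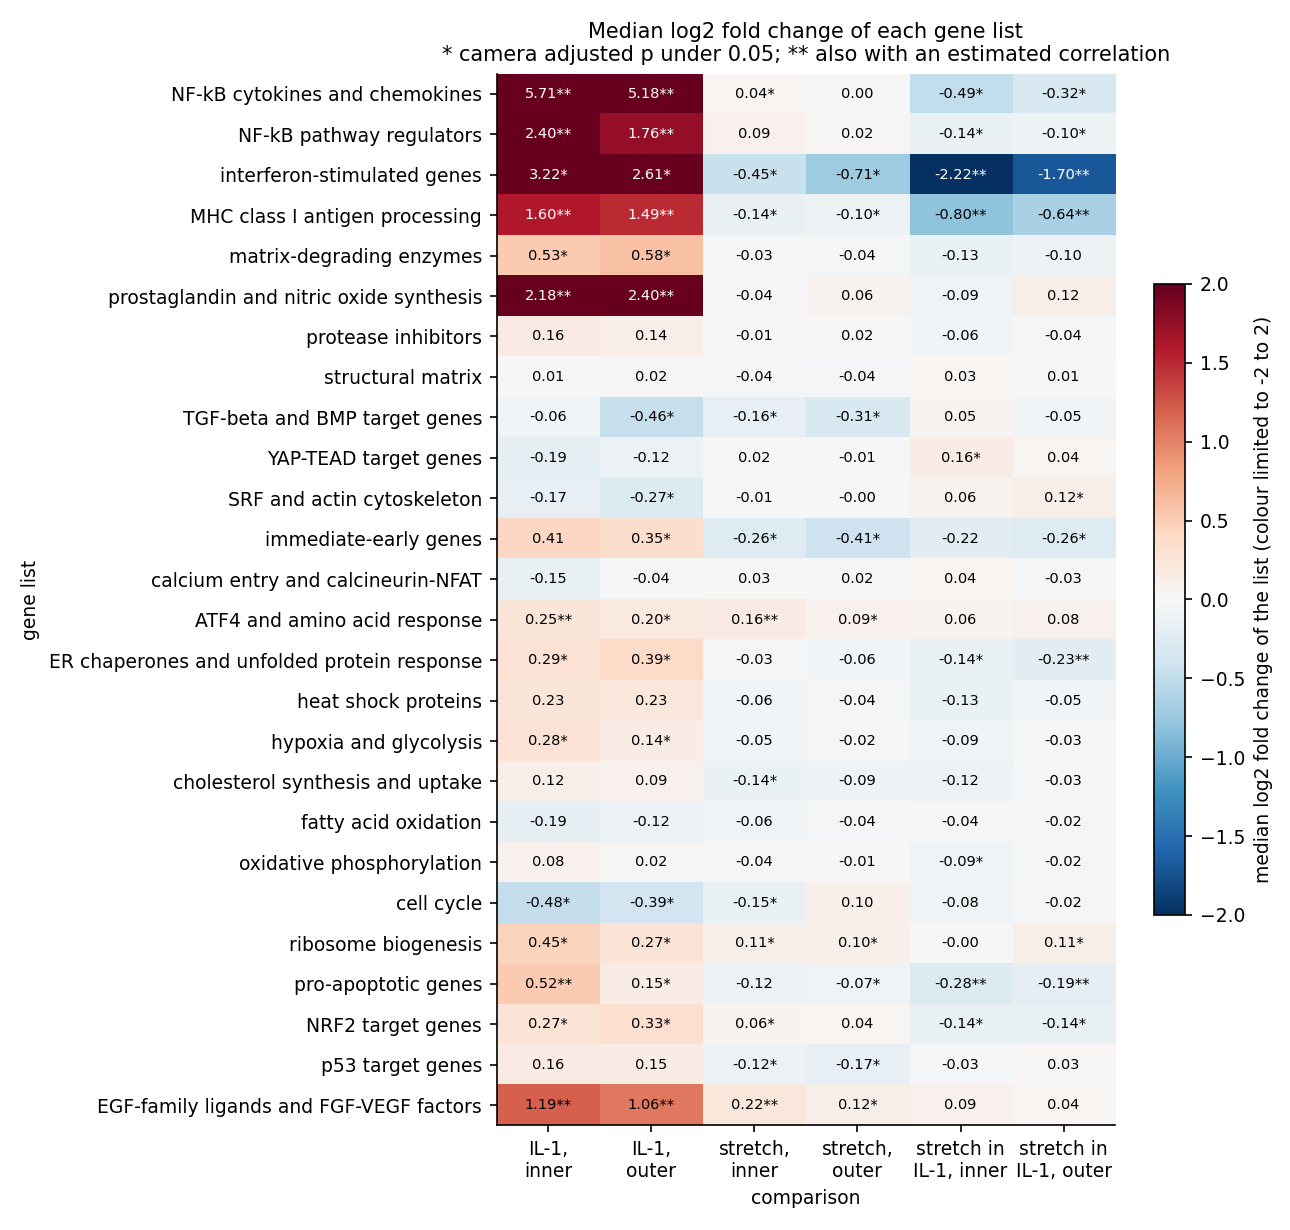
Median log2 fold change (color) of the members of 26 gene lists in 6 comparisons, with an asterisk where camera's adjusted p passed 0.05 and a pair where it also passed with an estimated correlation; with upper-quartile scaling several medians near 0 change sign, such as hypoxia and pro-apoptotic genes with IL-1 in outer zone cells. Interferon-stimulated genes stood at 3.22 and 2.61 with IL-1 and at -2.22 and -1.70 with stretch in IL-1 (inner and outer zone).

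Many of the genes that IL-1 had raised fell when the cells were stretched. Of the 1149 genes raised by IL-1 in inner zone cells, 646 (56.2%; exact binomial 95% interval over genes 53.3% to 59.1%) fell with stretch in IL-1 at an adjusted p under 0.05 and 131 (11.4%) rose. Of the 1120 raised in outer zone cells, 584 (52.1%; 49.2% to 55.1%) fell and 110 (9.82%) rose. The intervals treat genes as independent, which they are not. Over all tested genes 18.1% fell in inner and 15.1% in outer zone cells. The unstretched IL-1 libraries enter both comparisons with opposite sign, which alone can give such a pattern. The share was 53.8% in inner and 51.9% in outer zone cells with the IL-1 call taken from the other zone, which shares no library but has the same title prefixes. In 20 data sets simulated with no stretch effect in IL-1, on average 52.7% of the raised genes in inner and 52.0% in outer zone cells lay below 0 (highest 55.8% and 54.4%), against 77.02% and 75.7% here. Genes that IL-1 had lowered went the other way, and 38.4% of them rose in inner and 27.6% in outer zone cells. With the IL-1 call from the other zone these shares were 35.9% and 22.5%, and over all tested genes 16.6% and 13.1% rose. The fall exceeded 2-fold for 262 and 191 of the raised genes. Across genes, the IL-1 effect and the stretch effect in IL-1 correlated at -0.519 in inner and -0.451 in outer zone cells, against a simulated -0.119 and -0.115. Without IL-1, stretch lowered 97 and raised 244 of the same 1149 genes in inner zone cells, and lowered 179 and raised 204 of the 1120 in outer zone cells. Over all 13653 tested genes it lowered 1269 and raised 1454 in inner, and lowered 1401 and raised 1503 in outer zone cells. The untreated unstretched libraries enter the IL-1 and the stretch comparison with the same sign, which alone can favor rises.

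**Figure D4:**
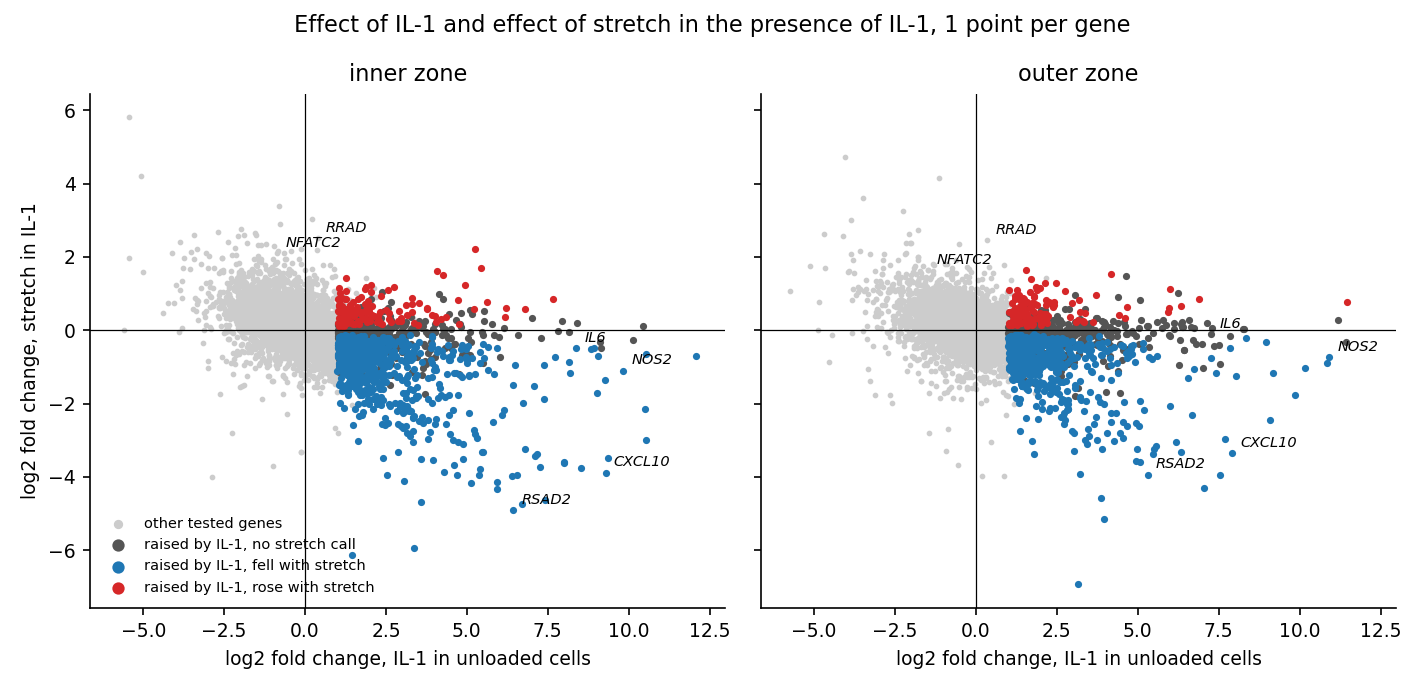
Log2 fold change of stretch in IL-1 (y axis) against log2 fold change of IL-1 (x axis), with 1 point per gene, for inner (left) and outer zone cells (right), as fitted, so genes with no reads in a group depend on the prior count. Of the genes raised by IL-1, 56.2% (inner) and 52.1% (outer) fell with stretch.

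IL-1 changed how the cells answered stretch, as the interaction of both tests directly. STAT2 was lowered by stretch more with IL-1 than without it, by a log2 interaction of -1.27 ± 0.10 in inner (adjusted p = 1.60e-10) and -0.87 ± 0.10 in outer zone cells (adjusted p = 2.67e-07). TAP1 (-1.88 ± 0.17 and -1.27 ± 0.17) and PSMB9 (-2.17 ± 0.25 and -1.32 ± 0.23) went the same way, and ADAMTS5, which stretch raised without IL-1 (0.59 ± 0.13 and 0.52 ± 0.13), had an interaction of -1.13 ± 0.17 and -0.92 ± 0.17. TRIB3 (-2.02 ± 0.14 and -0.68 ± 0.14), CHAC1 (-1.16 ± 0.12 and -0.91 ± 0.13) and EREG (-2.02 ± 0.18 and -1.36 ± 0.19), which stretch raised without IL-1, had negative interactions as well. SOX6 (1.61 ± 0.13 and 2.12 ± 0.15), TOX, a chromatin-associated factor (1.88 ± 0.23 and 1.93 ± 0.23), the coagulation initiator F3 (1.60 ± 0.22 and 1.83 ± 0.24), LMOD1 (1.24 ± 0.10 and 1.25 ± 0.11), SRF, the transcription factor of actin genes (0.87 ± 0.08 and 0.72 ± 0.08), and NFATC2 (0.62 ± 0.08 and 0.42 ± 0.08) had positive interactions.

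At an adjusted p under 0.05, the interaction was positive for 1183 and negative for 1505 genes in inner (2688), and positive for 737 and negative for 1059 in outer zone cells (1796), and over 2-fold for 125 and 260 genes in inner and 61 and 152 in outer zone cells. The positive share was 44.0% in inner and 41.0% in outer zone cells, but 56.9% and 56.8% with upper-quartile scaling. The zones shared 505 positive genes (63.9 if independent) and 763 negative genes (117 if independent). Of the genes IL-1 had raised, 575 (50.04%) in inner and 436 (38.9%) in outer zone cells had a negative interaction. The unstretched libraries enter the IL-1 comparison and the interaction with opposite sign, which alone can favor negative values. With the IL-1 call from the other zone, which shares no library, the shares were 46.0% and 38.7%. Over all 13653 tested genes, 1505 and 1059 had a negative interaction. CXCL10 had interactions of -1.89 ± 1.66 (adjusted p = 0.506) and -1.05 ± 1.38 (adjusted p = 0.711), with large errors. Its levels in unstretched cells without IL-1 were low, at 0.839 ± 0.203 CPM (inner) and 1.31 ± 0.325 CPM (outer), and the cause of the large errors was not tested. IL6 (-0.60 ± 0.28 and -0.21 ± 0.23, adjusted p = 0.153 and 0.648), LIF (0.19 ± 0.18 and 0.34 ± 0.17, adjusted p = 0.561 and 0.251) and NOS2 (-0.29 ± 0.74 and -0.81 ± 1.39, adjusted p = 0.844 and 0.789) did not pass. For NOS2, the paper reports an interaction of load and IL-1 by RT-qPCR in both zones.

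Interferon-stimulated genes had negative interactions in inner (40 of 45, 0 positive, or 42 and 0 adjusted over the list alone; median -1.63, adjusted p = 2.17e-44) and outer zone cells (28, 0 positive, or 36 and 0 adjusted over the list alone; -0.97, adjusted p = 2.57e-22, and 0.207 with an estimated correlation). Genes of MHC class I antigen processing did too (13 of 16 in each zone, 0 positive; -0.67 and -0.51, adjusted p = 1.64e-21 and 3.8e-17), as did NF-κB cytokines (10 of 20 in inner, 0 positive, adjusted p = 2.8e-07; 5 in outer, 0 positive, adjusted p = 0.000479, and 0.207 with an estimated correlation). NRF2 targets (11 of 15 negative in inner, 0 positive, adjusted p = 2.11e-06; 9 in outer, 0 positive, adjusted p = 1.16e-07, and 0.0654 with an estimated correlation) and pro-apoptotic genes (10 of 19 negative in inner, 3 positive, adjusted p = 3.91e-05; 6 in outer, 3 positive, adjusted p = 0.0396, and 0.213 with an estimated correlation) followed, as did ER chaperones (11 of 23 negative in inner, 1 positive, adjusted p = 0.00285; 12 in outer, 0 positive, adjusted p = 7.01e-07), and adjusted p = 0.218 and 0.0654 with an estimated correlation. Growth factors (5 of 20 negative in inner, 0 positive, adjusted p = 0.00931; 5 in outer, 1 positive, adjusted p = 0.0386) had adjusted p = 0.158 and 0.213 with an estimated correlation. In inner zone cells ATF4 genes (9 of 33 negative, 1 positive, adjusted p = 0.000312), NF-κB regulators (11 of 29, 2 positive, adjusted p = 0.00344, and 0.258 with an estimated correlation), hypoxia genes (7 of 31, 3 positive, adjusted p = 0.0325, and 0.35 with an estimated correlation) and ribosome biogenesis genes (11 of 33, 0 positive, adjusted p = 0.00285, and 0.485 with an estimated correlation) also ranked down. The study list, not independent evidence, had 4 of 8 negative in each zone, with 2 positive in inner (adjusted p = 0.000101) and 1 in outer zone cells (0.00059, and 0.152 with an estimated correlation). Adjusted over the list alone, negative and positive members in outer zone cells were 10 and 0 (NRF2), 7 and 5 (pro-apoptotic), 13 and 0 (ER chaperones) and 5 and 2 (growth factors). In inner zone cells they were 5 and 1 (growth factors), 12 and 3 (NF-κB regulators), 9 and 3 (hypoxia) and 13 and 0 (ribosome biogenesis).

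Several lists ranked toward positive interactions, each with a minority of members that passed on their own, and 0 of them kept the call with an estimated correlation. Actin cytoskeleton genes (8 of 31 positive in inner, 2 negative, adjusted p = 0.0126; 9 in outer, 1 negative, adjusted p = 4.03e-05) had adjusted p = 0.496 and 0.247 with an estimated correlation, and TGF-β and BMP targets (10 of 27 positive in inner, 2 negative, adjusted p = 0.00512; 7 in outer, 3 negative, adjusted p = 0.0408) had adjusted p = 0.35 and 0.567 with an estimated correlation. Chondrocyte-like markers (3 of 14 positive in each zone, 0 negative, adjusted p = 0.00285 and 0.000197) had adjusted p = 0.247 and 0.192 with an estimated correlation, and mural cell markers (3 of 12 positive in inner, 2 negative, adjusted p = 0.0348, with a median of 0.08 and a mean of -0.24; 2 in outer, 1 negative, adjusted p = 0.023) had adjusted p = 0.195 and 0.185 with an estimated correlation. YAP-TEAD targets ranked up in inner zone cells (5 of 22 positive, 2 negative, adjusted p = 0.0345, and 0.285 with an estimated correlation). Positive and negative members adjusted over the list alone were, in outer zone cells, 11 and 1 (actin), 9 and 4 (TGF-β and BMP) and 3 and 1 (mural). They were, in inner zone cells, 8 and 3 (actin), 12 and 5 (TGF-β and BMP) and 6 and 3 (YAP-TEAD). Calls held with an estimated correlation for 7 of 17 lists in inner (interferon, MHC class I, NF-κB cytokines, ATF4, pro-apoptotic, NRF2 and the study list) and 1 of 12 in outer zone cells (MHC class I).

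The zones were also compared in the size of each effect. IL-1 raised IL6 (1.11 ± 0.25, adjusted p = 0.00946), LIF (0.96 ± 0.17, adjusted p = 0.00143), MMP3 (1.80 ± 0.22, adjusted p = 3.26e-05) and IRF1 (0.80 ± 0.19, adjusted p = 0.0129) more in inner than in outer zone cells, from lower resting levels for IL6, LIF and MMP3. It also raised the complement genes CFB (2.88 ± 0.36) and C3 (2.82 ± 0.59) more in inner zone cells, and had a lower log2 effect there on the Wnt-modulating receptor LGR4 (-1.32 ± 0.11) and the potassium channel KCNJ2 (-1.42 ± 0.17). In all, the IL-1 effect differed between zones for 1261 genes, with 739 differences positive (inner above outer) and 522 negative, and over 2-fold for 62 and 47. The positive share was 58.6%, and 49.4% with relative log expression scaling. Stretch without IL-1 differed for 50 genes (41 positive, 9 negative; over 2-fold for 3 and 0), with TRIB3 (1.09 ± 0.17, adjusted p = 0.000936), CHAC1 (0.84 ± 0.14, adjusted p = 0.00217) and KSR1, a scaffold of the ERK pathway (1.17 ± 0.15, adjusted p = 0.000113), raised more in inner zone cells. Stretch in IL-1 differed for 318 genes (182 positive, 136 negative; over 2-fold for 12 and 6), with NFATC2 raised more in inner zone cells (0.46 ± 0.09, adjusted p = 0.00195) and CSF3 (-1.06 ± 0.18), C3 (-1.44 ± 0.22) and BCL3 (-0.96 ± 0.10) lowered more or raised less there. The interaction differed for 51 genes (22 positive, 29 negative; over 2-fold for 4 and 6), with TRIB3 at -1.34 ± 0.20 and CCL2 at -1.01 ± 0.16. CXCL10 did not differ between zones in its response to IL-1 (1.37 ± 0.86, adjusted p = 0.394) or to stretch in IL-1 (-0.54 ± 0.33, adjusted p = 0.491) by more than the test could separate.

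Leaving out 1 library moved several of the smaller counts. For stretch without IL-1, the 41 positive genes became 21, 24 and 17 without inner unstretched replicates 1, 2 and 3, 18 without inner stretched replicate 3, 23, 74 and 19 without outer stretched replicates 4, 5 and 6, and 17 and 24 without outer unstretched replicates 5 and 6. The 9 negative genes became 3, 2 and 2 without inner unstretched replicates 1, 2 and 3, 4 without inner stretched replicate 1, 2 or 3, 2, 67 and 3 without outer stretched replicates 4, 5 and 6, and 2 and 5 without outer unstretched replicates 5 and 6. For stretch in IL-1, the 182 positive genes became 112 without inner stretched IL-1 replicate 2. The 136 negative genes became 247, 70.0 and 63 without inner stretched IL-1 replicates 1, 2 and 3, 83, 82 and 226 without inner unstretched IL-1 replicates 1, 2 and 3, and 88 without outer stretched IL-1 replicate 4. For the interaction, the 29 negative genes became 15, 15, 13 and 55 without replicate 3 of inner stretched, inner stretched IL-1, inner unstretched and inner unstretched IL-1 cells. They became 13 without outer stretched replicate 6, 18 and 48 without outer stretched IL-1 replicates 4 and 5, 19 and 14 without outer unstretched replicates 5 and 6, and 18 without outer unstretched IL-1 replicate 5.

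Each treatment sits under its own title prefix, which both zones share, so a difference between prefixes other than the treatment cannot be told apart from stretch or IL-1, while the zone comparisons lie within a prefix. Families with close sequence, such as the CXCL2, CXCL8 and AMCF-II chemokines, the guanylate-binding proteins and the HSP70 genes, can lose or share reads, and the authors counted uniquely mapped reads only.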

Values the study reported

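The paper reports that the first principal component held 82% and the second 10% of the variance. With IL-1 alone it reports 1,129 genes up and 976 down in inner zone cells, and 1,129 up and 925 down in outer zone cells. With stretch alone it reports 158 changed genes in inner zone cells and 65 genes down in outer zone cells. With stretch and IL-1 against IL-1 it reports 299 genes down in inner and 242 down in outer zone cells. It reports an interaction for over 2,500 genes in inner and over 1,500 in outer zone cells. Of the gene sets raised by IL-1, it reports that stretch with IL-1 lowered 18 of 19 in inner and 16 of 20 in outer zone cells.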

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

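The test of the spread of the interaction over all genes, the breakdown of the splits by IL-1 and zone, the comparison of list medians, and the scaling alternatives for the share of IL-1-raised genes that fell were chosen after the results were seen.

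The effect of IL-1 was larger in inner than in outer zone cells for IL6, by 1.11 ± 0.25 on the log2 scale (adjusted p = 0.00946), and for MMP3, by 1.80 ± 0.22 (adjusted p = 3.26e-05). Each gene rose with IL-1 in both zones. Both stood out because a test of the difference between the zones passed. With IL-1, inner zone cells held 1858 ± 65.4 CPM of IL6 and 6583 ± 589 CPM of MMP3, and outer zone cells 2373 ± 133 and 10579 ± 715 CPM, so the larger effect in inner zone cells came with lower levels.

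The same test of a difference between zones singled out 1261 genes for IL-1, 50 for stretch without IL-1, 318 for stretch in IL-1 and 51 for the interaction. For IL-1, 12 of 100 drawn splits of the libraries (the real split included) gave as many genes, the highest of the others 7282, so the drawn splits do not exclude chance. For stretch without IL-1 it was 17 of 100 with a highest of 3939, and for stretch in IL-1 19 of 100 with a highest of 4984, so they do not exclude chance there either. For the interaction 3 of 100 splits gave as many as 51 genes, with a highest of 5772. The drawn splits can mix IL-1 treatments and zones within a group, so they cannot decide on chance. Splits with several times the real count point to a structure of the samples. Those as large as the real split were unequal in IL-1 or zone in 11 of 11 cases for IL-1, 12 of 16 for stretch, 16 of 18 for stretch in IL-1 and 2 of 2 for the interaction, and such splits carry the effects of IL-1 or zone. Among the others, equal in IL-1 and zone, 0 of 19 gave as many genes for IL-1 (highest 0) and 0 of 12 for the interaction (highest 0), too few for a share under 0.05 of their own, and 4 of 44 for stretch (highest 2379) and 2 of 40 for stretch in IL-1 (highest 1855), where chance is not excluded. Balance in stretch was not checked, so splits equal in IL-1 and zone can carry the effect of stretch and cannot decide on chance. The counts for stretch, stretch in IL-1 and the interaction also turned on single libraries, each given above with its value. They ran from 17 (without inner unstretched replicate 3) to 74 positive genes (without outer stretched replicate 5) for stretch, and from 63 to 247 negative genes (without inner stretched IL-1 replicates 3 and 1) for stretch in IL-1.

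Genes raised by IL-1 fell with stretch in IL-1, 56.2% of them in inner and 52.1% in outer zone cells. The share stayed at 53.8% and 51.9% with the IL-1 call from the other zone, which argues against libraries shared by both comparisons as the cause. The unstretched IL-1 libraries of both zones have the same title prefix, so a difference of that prefix is not excluded. The share moved by at most 0.0327 and 3.14 percentage points with other scaling, which argues against scaling. A weaker exposure of the stretched cultures to IL-1 stays open, since 2.77% of the raised genes in inner and 4.003% in outer zone cells (calls from the other zone) had a positive interaction, between the bounds of 2.5% and 10% fixed beforehand. Over all tested genes the share was 8.66% and 5.40%. The bound of 10% lies above both, so the test had little room to argue against this cause. Weaker exposure does not cover the interferon-stimulated genes that fell with stretch where no IL-1 was added (9 of 45 in inner, 33 in outer zone cells). With IL-1 the loss was unequal, with medians in outer zone cells of -0.32 after a rise of 5.18 for NF-κB cytokines and -1.70 after 2.61 for interferon-stimulated genes, which argues against an equal loss of every response. A lower dose that acts unequally on genes cannot be told apart from an effect of stretch on the response to IL-1, which may also account for the pattern, since no series of doses was measured.

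More genes passed the interaction test in inner (2688) than in outer zone cells (1796), with 8 and 3 of 100 splits giving as many (highest others 7100 and 7187). The other splits as large were unequal in IL-1 or zone in 7 of 7 and 2 of 2 cases, a structure of the samples rather than a difference between the zones. Of the equal ones, 0 of 45 and 0 of 51 gave as many (highest 95 and 822). Such splits are equal in IL-1 between the sides of the comparison but can mix IL-1 treatments within a group. They therefore do not exclude chance in either zone. A smaller spread between inner zone libraries stays open, with a ratio of outer to inner coefficient of variation of 1.15, between the bounds of 1.1 and 1.2 fixed beforehand. Over all genes of at least 5 CPM, the SD of the interaction beyond its SE was 1.304 times as large in inner zone cells, which is consistent with larger interactions there. That 70.24% of genes with an interaction in either zone had the larger one in inner zone cells says nothing, since the test being explained chose these genes, and this reading was adopted after the value was seen.

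Stretch without IL-1 raised 63 genes in both zones, of 120 in inner and 118 in outer zone cells, and lowered 26 in both, of 52 and 67, with a correlation of 0.494 across genes, which are not independent replicates. Each treatment has its own title prefix, shared by both zones, so a difference between prefixes could give this overlap and cannot be told apart from stretch. The labels do not say whether the prefixes are culture plates. A response of both zones to stretch stays open as the biological explanation.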

How the results depend on the processing

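The scaling alternatives for the share of IL-1-raised genes that fell were added after seeing the data; the other alternatives here were planned. A named gene counted as the same when its adjusted p passed 0.05 in neither setting, or in both with the same direction. The size of the fold was not part of this count. Of 1014 gene results, 1010 were the same with relative log expression scaling, 996 with upper-quartile scaling, 1004 with DESeq2, 1013 with filterByExpr, 996 with no filter beyond 1 read, 1014 with a prior count of 2 and 975 with only the groups of a comparison. Where 1 library was left out, 7866 results were the same, 387 no longer passed the adjusted p and 9 newly passed it. Replicate numbers did not pair the libraries (36 pairs of libraries of the same number, median correlation of residuals across genes -0.0589 against 0.0258 for different numbers, where genes are not independent replicates), and a replicate block left 996 gene results the same, with 17 weaker and 1 stronger. A test against a 1.2-fold change, run only for the comparisons with the 2-fold bound, left 566 the same and 141 weaker. The 1 reversal was ERG with IL-1 in outer zone cells, -0.0700 with upper-quartile scaling; the cause was not tested. Of the list results, 93 lost their call with an estimated correlation, and with fry 57 gained and 2 lost a call. Camera with the replicate block gained 5 list calls and lost 2. Those lost were TGF-β and BMP targets (camera adjusted p = 0.0615) and pro-apoptotic genes (0.0530) for the interaction in outer zone cells. Fry turned 3 directions, for calcium entry and calcineurin-NFAT genes (adjusted p = 0.0137) and cholesterol genes (adjusted p = 0.00694) with IL-1 in inner zone cells and p53 targets with IL-1 in outer zone cells (adjusted p = 0.0476); fry does not compare a list with other genes, as camera does.

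Without the 2-fold threshold counts rose by construction. The test against 1.2-fold gave 2655 higher and 2827 lower genes for IL-1 in inner and 2624 and 2851 in outer zone cells, 293 and 219 for stretch in inner and 263 and 293 in outer, 724 and 855 for stretch in IL-1 in inner and 372 and 695 in outer, and 1200.0 and 1178 for the zones. The adjusted p alone gave, in the same order, 4454 and 4472, 4246 and 4579, 1454 and 1269, 1503 and 1401, 2262 and 2476, 1790.0 and 2059, and 2831 and 3319. With no filter the positive zone differences were 487 for IL-1 and 36 for the interaction, and the negative ones for stretch without IL-1 were 25. DESeq2 gave 81 positive and 31 negative zone differences for stretch without IL-1 and 41 and 48 for the interaction. Only the groups compared gave 83 and 37 for stretch without IL-1 and 59 negative differences for stretch in IL-1. The share of IL-1-raised genes that fell in outer zone cells was 49.0% with upper-quartile scaling. For these results the cause was not tested.

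Leaving out each library gave 17 to 74 positive and 2 to 67 negative zone differences for stretch without IL-1, 112 to 257 and 63 to 247 for stretch in IL-1, and 13 to 55 negative ones for the interaction; all the other counts stayed within 1.5 times. CXCL10 and NOS2, which had low levels without IL-1, gave interactions with SE of 1.66 and 0.74 in inner zone cells, and the cause was not tested.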

Other observations

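No test in this part was chosen after its result was seen.

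NFATC1, a relative of NFATC2, rose with stretch in inner (0.85 ± 0.09) and outer zone cells (0.70 ± 0.09), under 2-fold in both, and with stretch in IL-1 by 1.26 ± 0.09 and 0.74 ± 0.09. PPP3CC, a catalytic subunit of calcineurin, rose with IL-1 by 3.08 ± 0.05 in inner and 2.85 ± 0.05 in outer zone cells, and its interaction with stretch was -0.68 ± 0.07 and -0.53 ± 0.06. ARC, an early response gene, rose with stretch in IL-1 by 2.90 ± 0.18 in inner and 1.79 ± 0.18 in outer zone cells, and PDGFB, a platelet-derived growth factor, by 2.20 ± 0.19 and 1.54 ± 0.18. TIMP3, an inhibitor of metalloproteinases, rose by 0.95 ± 0.07 and 0.88 ± 0.07, and the plasminogen activator PLAU by 0.97 ± 0.11 and 0.89 ± 0.11, under 2-fold. TIGAR, a regulator of glycolysis, fell in inner (-1.76 ± 0.11) and outer zone cells (-1.52 ± 0.11) with stretch in IL-1, after rising with IL-1 alone by 1.71 ± 0.11 and 1.43 ± 0.11.

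For each comparison of 3 against 3 libraries the 10 possible splits are too few for a share under 0.05. The real split, 1 of 10, gave 2148 and 2103 genes for IL-1 in inner and outer zone cells, 172 and 185 for stretch, 507 and 338 for stretch in IL-1 and 916 for the zones, and the highest other split gave 0 in each.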
